A study of Mus musculus with 2 samples. Its data were reported in "A stromal Integrated Stress Response activates perivascular cancer-associated fibroblasts to drive angiogenesis and tumour progression" (2022).

How the data were processed

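Single-cell RNA sequencing was done on subcutaneous tumours of B16F10, a mouse melanoma cell line, collected while small from mice of 2 host genotypes. One library came from Atf4 WT/WT hosts (WT) and 1 from Atf4 Δ/Δ hosts (KO), and each pooled 2 tumours. The injected melanoma cells carry their own Atf4 in both libraries, so the genotype concerns the host cells only. Per the labels both pools held male and female mice aged 11 weeks.

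The deposited matrices hold raw UMI counts per gene and cell. The authors made them with Cell Ranger from reads aligned to GRCm38 with an Ensembl annotation, and the deposited barcodes are those called as cells, each with at least 500 UMIs. The kit version differs between the labels and the study's methods, so depth is given here from the counts alone. The files list 31053 genes. Gene positions were read from GENCODE vM21, which is on the same build.

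Cells with 200 to 5000 detected genes and at most 7.5% mitochondrial UMIs were kept, as in the study. Clustering used the study's steps in later versions of its tools, Seurat 5.3.0 under R 4.3.3, with log-normalisation to 10000, 2000 variable genes, anchors between the libraries, 15 components and Louvain clustering, regressing out the mitochondrial percentage. The study's methods give no clustering resolution, and 0.8 was chosen here. All genes and lists set in advance to be reported and the mitochondrial genes, 240 in all, were left out of the variable genes, so that they did not shape the clusters. Genes later named by value, such as Cilp and Eln, were not left out unless they were among these. Some reported genes also served as markers for naming, such as Cilp, Lox and Loxl1 for mCAF-like cells and Hbb-bs for erythroid cells. No doublet caller was used in the main setting. Scrublet in scanpy 1.11.5 called 96 WT and 47 KO cells doublets, and removing these and clustering again was an alternative.

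Clusters were named from marker genes fixed before the data were examined. A cluster took the class with the highest mean log2 fold of its markers over all other cells, if at least 3 were seen in over 5% of its cells and were above the other cells. It stayed unnamed if another class had more markers among its top 10 genes, or if its median UMI count was low and none of its own markers was there. A cluster with at least 3 markers of a second class raised 2-fold and seen in over 1% of its cells was sub-clustered once. That a mixed cluster is split once was fixed in advance, but the way a mixed cluster is recognised and the naming rule were set after the clusters and their cell numbers per library had been seen. For the split, 4 rules were looked at, which were second-class markers among the 100, 200 or 300 leading genes and the 2-fold rule that was used. The wording fixed in advance spoke of leading genes, but those 3 rules split 0 clusters, which amounts to the omission of sub-clustering, while the 2-fold rule split 4. For naming, 2 rules were looked at. The other one, by marker level relative to the highest cluster, was tried in order to name cluster 12, did not name it and left 743 WT and 708 KO cells unnamed. It, the omission of sub-clustering, and Atf4 in CAFs with an Xist UMI and no Y-linked UMI are given as alternatives chosen after seeing the data. CAFs were clustered again alone with 10 components at resolution 0.4 and named in the same way, with a mean log2 fold above 0 required. That condition was set after the subclusters' marker levels, but not their cells per library, had been seen.

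UMIs were summed per class and library and scaled by the total UMIs of the class, as CPM. With 1 library per genotype no test between genotypes is possible, and no p-value is given. Sums have exact Poisson intervals, shares have exact Clopper-Pearson intervals and KO/WT ratios have exact conditional binomial intervals, all at 95%. These cover counting error only and not the difference between mice. For the ratio of a single gene a count of 0 was set to 3. For the ranking of genes and the medians of lists, counts under 3 were set to 3. Shares of cells with a UMI were taken after thinning each cell to 2000 UMIs. Gene lists fixed in advance were summarised by the median log2 KO/WT ratio of members with at least 20 UMIs, with an interval from 1000 Poisson resamplings. Each median was placed among 10000 random lists of equal size, in which each member was replaced by a gene within 50 ranks of its expression. Genes named by value were, among CAF genes with at least 200 UMIs, the 5 with the largest log2 ratio in each direction. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

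The ratio and list steps were tested on simulated CAF counts for the KO against WT comparison, with 200 of 1490 genes changed by known folds. The interval held the true ratio for 95.0% of genes, and 100% of changed genes had the right sign. Of unchanged genes, 15.2% had an interval off 0. The changed genes shift the share of all others. The true ratio used for the 95.0% included this shift, so more of the 15.2% came from the shift than from counting error. Counts were drawn from the Poisson model that the intervals assume, so the coverage does not test differences between cells or mice.

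Alternatives fixed before the data were examined were a 15% mitochondrial limit, no upper limit on genes, doublets removed, no integration, resolutions of 0.4 and 1.2, CPM without mitochondrial and ribosomal protein genes, TMM scaling with edgeR 4.0.16, the mean of each cell's CPM, subtraction of free RNA, CAFs with an Xist UMI and no Y-linked UMI, all cells except melanoma-like ones as the denominator, list members with at least 100 UMIs, CAF subclusters at resolution 0.8, a marker gate for vCAF-like cells, and shares without thinning.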

Results

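The 2 libraries held 38417113 UMIs in 6304 barcodes for WT and 38290024 UMIs in 5474 barcodes for KO. After filtering, 3861 WT and 3557 KO cells were kept. Their median depth was 3920 UMIs and 1633 genes in WT, and 6279 UMIs and 2226 genes in KO. There was 1 library per genotype, so none of the differences below has a replicate check. Intervals cover counting error at 95% only.

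The first comparison asked whether the host deletion was visible. Atf4 (ENSMUSG00000042406, chromosome 15, 80255184 to 80257541, GRCm38, protein coding) was measured in host classes and in the melanoma cells, which should not carry the deletion. In cancer-associated fibroblasts (CAF-like cells), Atf4 was at 249 CPM in WT (218 to 284, 227 UMIs) and 53.9 CPM in KO (40.8 to 69.8, 57 UMIs), a log2 KO/WT ratio of -2.21 (-2.66 to -1.79). It was -3.08 with free RNA subtracted, and -3.09 in the CAFs with an Xist UMI and no Y-linked UMI described below. Free RNA in CAFs may be overestimated, since its share was set from melanoma markers in all CAFs, possible doublets included. In macrophage-like cells Atf4 fell from 182 to 49.1 CPM, a log2 ratio of -1.89 (-2.25 to -1.54). In endothelial-like cells 81 UMIs in WT stood against 1 UMI in KO, with a log2 ratio of -4.62 (-9.94 to -2.10). This ratio rests on that 1 UMI, and it was -2.19 with a 15% mitochondrial limit. When clusters were named by relative marker level, the KO cells of this class had 0 Atf4 UMIs, and 3 UMIs in their place gave a bound of -1.13. In melanoma-like cells the values were 226 and 209 CPM, with a log2 ratio of -0.11 (-0.17 to -0.05). The labels and the targeted gene therefore point the same way in each host class measured.

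At 2000 UMIs per cell, 39.1% of WT CAFs (31.9 to 46.7) and 6.22% of KO CAFs (3.35 to 10.4) had an Atf4 UMI. This left out 26 WT and 38 KO CAFs. Without thinning the shares were 57.6% and 14.2%, at median depths of 3785 and 3739 UMIs. Melanoma RNA was common in host cells. Dct, a melanoma gene that macrophages should lack, had a UMI at the same depth in 41.1% of WT and 38.4% of KO macrophage-like cells, whose median depths were 2470 and 2486.5 UMIs. In endothelial-like cells the shares were lower, at 26.7% of 60 WT and 9.52% of 21 KO cells. Such shares alone cannot separate free RNA from doublets. In the macrophage-like clusters, however, Scrublet called 6 of 710, 1 of 291, 0 of 289 and 0 of 130 cells doublets. This argues against doublets as the source of most Dct in that class. For the other host classes both sources stay open. A low share of KO cells with an Atf4 UMI can therefore not be read as expression.

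**Figure D1:**
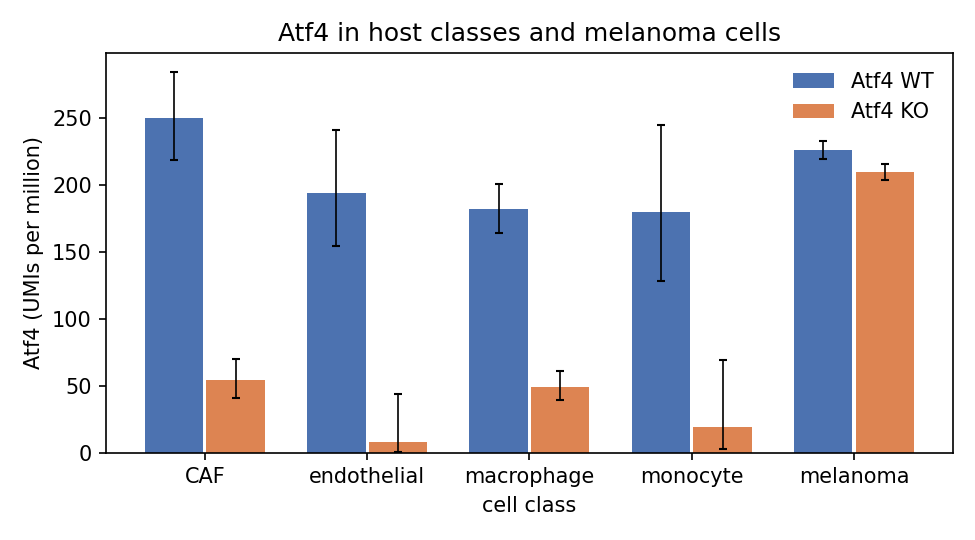
Atf4 in CPM (y axis) by cell class (x axis) in the WT and KO libraries, with bars for the value and lines for exact 95% Poisson intervals. KO is lower in the 4 host classes, while the melanoma cells are at 226 and 209 CPM.

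The second comparison asked which cells of the tumour differed in share with host Atf4. CAFs made up 5.31% of WT cells (4.62 to 6.06, 205 cells) and 6.94% of KO cells (6.13 to 7.83, 247 cells), and 6.09% of both libraries together. The log2 ratio of shares was 0.39 (0.11 to 0.66), and it moved most, to 0.56, with all cells except the melanoma-like ones as the denominator. That denominator includes the unnamed cells, some of which may not be host cells. With the 15% mitochondrial limit the ratio was 0.22. Endothelial-like cells made up 2.23% of WT cells (1.79 to 2.74, 86 cells) and 0.815% of KO cells (0.547 to 1.17, 29 cells), with a log2 ratio of -1.45 (-2.11 to -0.83). T/NK-like cells made up 1.92% (1.51 to 2.40) and 0.787% (0.524 to 1.14), with a log2 ratio of -1.28 (-1.97 to -0.64). This direction depended on sub-clustering, since without it the ratio was 0.22. Melanoma-like cells made up 44.4% and 50.7% of cells. Macrophage-like cells made up 20.4% and 17.8%. Monocyte-like cells made up 5.54% and 2.95%, with a log2 ratio of -0.91 (-1.26 to -0.57) that ranged from -1.10 at resolution 0.4 to -0.21 without integration. The mixed cluster that gave the monocyte-like cells also held unnamed subclusters, with 55, 102, 114 and 29 WT and 135, 82, 37 and 29 KO cells. The first of these was larger in KO. Dendritic-like cells made up 0.855% and 0.365%, with a log2 ratio of -1.23 (-2.28 to -0.26). Plasmacytoid dendritic-like cells made up 0.673% and 0.197%, with a log2 ratio of -1.77 (-3.22 to -0.53). These last 2 classes held 13 and 7 KO cells. Both came from another mixed cluster whose other 3 subclusters stayed unnamed, with 89, 73 and 71 WT and 27, 35 and 11 KO cells.

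The naming rule, set after the clusters were seen, left 656 WT cells (17.0%) and 633 KO cells (17.8%) in unnamed clusters. The largest of these, cluster 12, held 2.07% of WT cells (1.65 to 2.57, 80 cells) and 5.76% of KO cells (5.02 to 6.58, 205 cells). The class named erythroid was not compared, because its 61 KO cells had 0 globin UMIs and its 66 WT cells had 7096.

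**Figure D2:**
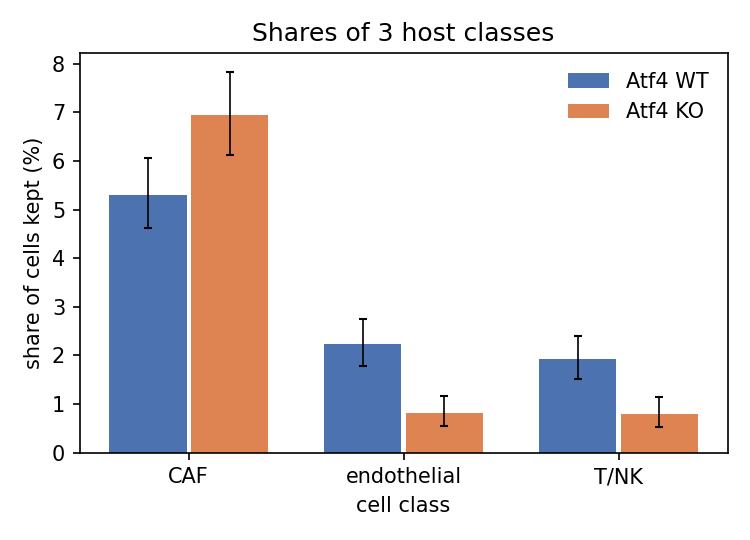
Share of the cells kept in percent (y axis) for 3 host classes (x axis) in the WT and KO libraries, with exact 95% Clopper-Pearson intervals. The CAF share is 5.31% in WT and 6.94% in KO, and the endothelial share is 2.23% and 0.815%.

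The libraries also differed in the sex of their host cells, although both were labelled as pools of males and females. Y-linked transcripts (Ddx3y, Eif2s3y, Kdm5d and Uty, summed) had 0 UMIs in WT CAFs, with an upper bound of 4.05 CPM, and 76 UMIs in KO CAFs, or 71.9 CPM (56.6 to 89.96). The 788 WT macrophage-like cells also had 0 Y-linked UMIs, against 127 UMIs in the 632 KO ones. Xist was at 545 CPM in WT CAFs and 195 CPM in KO CAFs. Genotype and sex were thus partly confounded in every comparison of host cells, and CAF values are given also for CAFs with an Xist UMI and no Y-linked UMI, of which there were 169 in WT and 66 in KO.

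**Figure D3:**
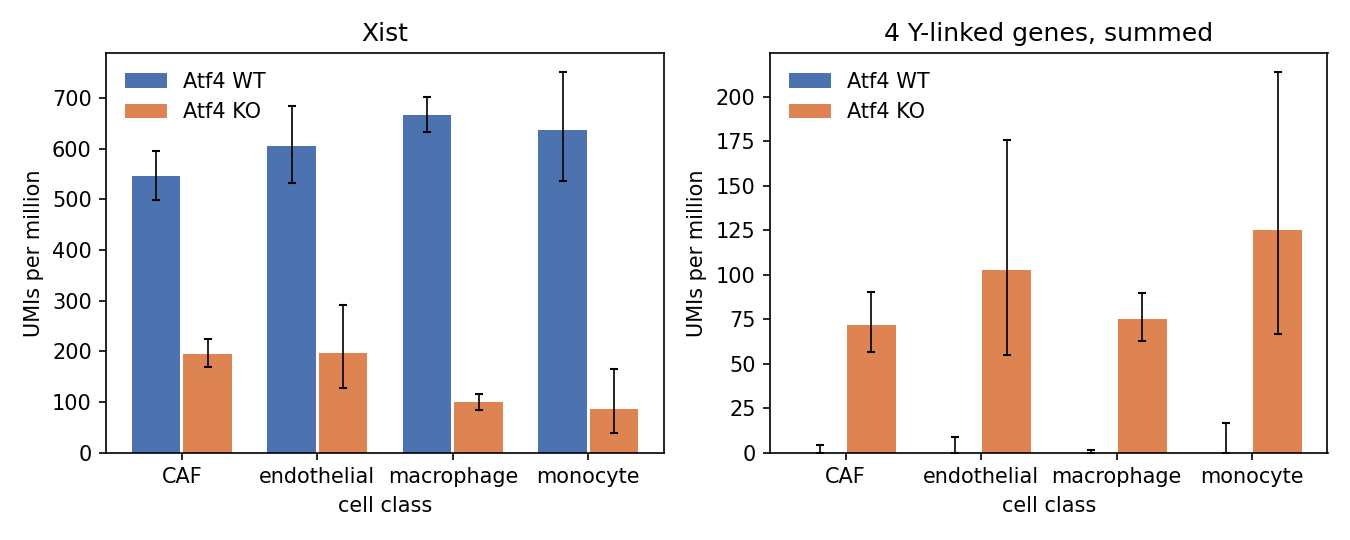
Xist (left) and 4 Y-linked genes summed (right) in CPM (y axes) by host class (x axes), with exact 95% Poisson intervals. WT has 0 Y-linked UMIs in all 4 classes drawn.

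The third comparison concerned genes of CAF activation and type I collagen. Col1a1 was at 10796 CPM in WT and 7487 CPM in KO CAFs, a log2 ratio of -0.53 (-0.57 to -0.49). Col1a2 was at 11326 and 7628 CPM, a log2 ratio of -0.57 (-0.61 to -0.53). Acta2 was at 713 and 342 CPM, with -1.06 (-1.25 to -0.87). Pdgfrb was at 292 and 98.3 CPM, with -1.57 (-1.91 to -1.24). In the CAFs with Xist and no Y-linked UMI the log2 ratios were -0.64 for Col1a1, -0.70 for Col1a2, -0.91 for Acta2 and -0.93 for Pdgfrb. These 4 genes stayed lower in KO under each alternative run, though some alternatives left the CAF cluster unchanged. Among these alternatives the log2 ratio of Pdgfrb varied most. It lay between -1.86 with doublets removed and -0.93 in the CAFs with Xist and no Y-linked UMI. That of Acta2 reached -1.64 with doublets removed, a setting in which the cells were also clustered again. KO CAFs with Y-linked UMIs and no Xist UMI were also set against WT CAFs with Xist and no Y-linked UMI. There Acta2 was at -0.52 (-0.80 to -0.25), Col1a1 at -0.60, Col1a2 at -0.55 and Pdgfrb at -1.74.

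**Figure D4:**
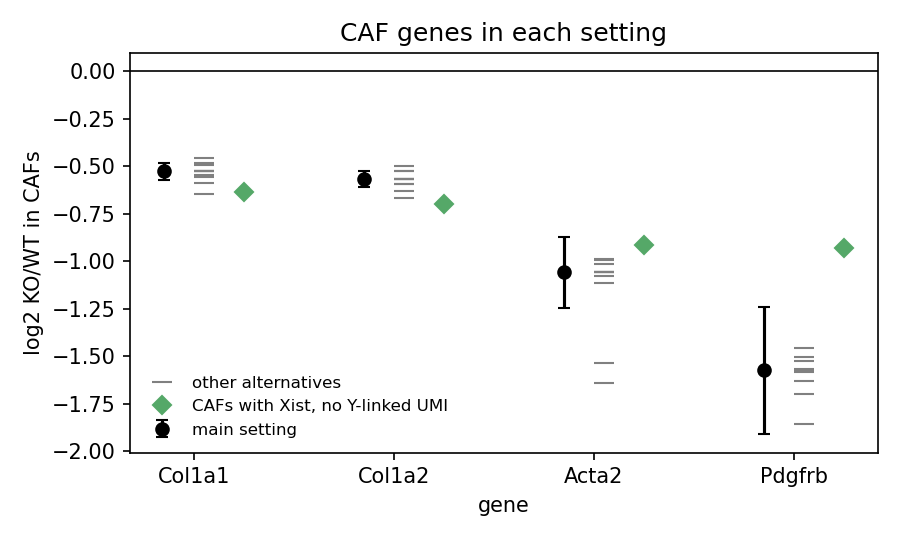
Log2 KO/WT ratio (y axis) of 4 genes (x axis) in CAFs. Black points with exact 95% intervals are the main setting, gray dashes the other alternatives and green diamonds the CAFs with an Xist UMI and no Y-linked UMI. Each value is below 0, and the diamond of Pdgfrb is at -0.93.

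Collagen chains had a median log2 ratio of -0.70 (-0.79 to -0.61) over 18 members, of which 17 were lower in KO, below all 10000 matched random lists. The list of ATF4 targets had a median of -0.25 (-0.41 to -0.12) over 29 members in CAFs, at percentile 2.64. Against WT CAFs with Xist and no Y-linked UMI, it was -0.56 (-0.81 to -0.20) in KO CAFs of that kind and -0.11 (-0.40 to 0.07) in KO CAFs with Y-linked UMIs and no Xist UMI. This list had medians of 0.34 in macrophage-like and 0.45 in melanoma-like cells. Immediate early genes had a median of -0.88 in CAFs, and hypoxia and glycolysis genes a median of 0.76. In CAFs with Xist and no Y-linked UMI these medians were -0.51 and 0.29. Ribosomal proteins had a median of 0.17 and angiogenic factors, over 4 members, 0.70. Collagen enzymes had a median of 0.03 (-0.16 to 0.10) and glycine and proline enzymes -0.27 (-0.63 to 0.11), both within counting error of 0. With free RNA subtracted the median of the glycine and proline enzymes was -0.84, outside that interval, though free RNA may be overestimated there. The median of the collagen enzymes left its interval too, at -0.18 with doublets removed. It was -0.19 (-0.35 to 0.007) in the CAFs with Xist and no Y-linked UMI. Under TMM it was 0.0998, just above the upper bound of 0.0973. The median log2 ratio of all 1490 CAF genes with at least 200 UMIs was -0.05.

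By the fixed rule, the genes with the largest ratios towards WT in CAFs were Hbb-bs, Eln, Cilp, Lyz2 and Atf4. Hbb-bs had 235 UMIs in WT and 0 in KO, and this gene was as abundant in WT melanoma-like cells, at 263 CPM. Lyz2 is a myeloid gene. Eln fell from 324 to 31.2 CPM and Cilp from 345 to 42.6 CPM. The largest towards KO were Cxcl5, Serpinb2, Gm12840, Cxcl13 and Il33, with log2 ratios of 3.92, 3.34, 2.87, 2.82 and 2.55.

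Sub-clustering of the 452 CAFs gave 6 subclusters. The vCAF-like one held 32.2% of WT (25.9 to 39.1) and 27.5% of KO CAFs (22.1 to 33.6), a difference within counting error whose direction changed with the subcluster resolution. Rgs5, one of the markers fixed in advance for mural cells, led this subcluster, and no cluster was named mural. Mural cells were therefore not set apart from CAFs, and the CAF values of Acta2 and Pdgfrb may include them. The cCAF-like one held 18.0% and 8.50%. The mCAF-like one held 18.0% and 21.5%, and 2 unnamed ones held 16.6% and 19.4%, and 10.2% and 18.6%. In the vCAF-like subcluster Acta2 was at 929 CPM in WT and 1087 CPM in KO, with a log2 ratio of 0.23 (-0.06 to 0.51), while Pdgfrb had a log2 ratio of -0.67 (-1.16 to -0.19). Acta2 was lower in KO in the other 5 subclusters. The log2 ratios were -2.51 (-2.90 to -2.12) and -2.67 (-4.13 to -1.41) in the unnamed subclusters 2 and 3, and -0.92 (-1.41 to -0.46) in the cCAF-like one. They were -1.96 in the mCAF-like and -0.81 in the melCAF-like one, both with intervals that include 0.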

Values the study reported

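The study reported 3,860 cells from WT hosts and 3,554 cells from KO hosts for the small tumours. It gave CAFs as 6.12% of the cells of these tumours.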

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

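Of the alternatives, naming by relative marker level, the omission of sub-clustering, and Atf4 in CAFs with Xist and no Y-linked UMI were chosen after seeing the data. Among the 10 values that answer the comparisons, 93 recomputed values stayed within the counting interval, 17 moved beyond it and 1, with an interval off 0 in the main setting, changed direction. That one was the T/NK share, with a log2 ratio of 0.22 without sub-clustering, because the whole mixed cluster of low depth then took that name.

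With a 15% mitochondrial limit, Acta2 in CAFs was at -1.54 and the collagen chains at -0.79. With no upper limit on genes, the T/NK share was at -0.58. With doublets removed, Col1a1 was at -0.64, Acta2 at -1.64 and the collagen chains at -0.97. That setting, like the other cell filters, repeated integration and clustering, so the cells in the CAF class could differ. In the main setting 12 of the 452 CAFs were called doublets, with 0 in the vCAF-like subcluster. These 3 shifts can therefore not be read as an effect of doublets. Col1a1 was at -0.48 without mitochondrial and ribosomal protein genes and at -0.46 under TMM. With free RNA subtracted, Atf4 in CAFs was at -3.08, Col1a1 at -0.59 and the ATF4 targets at -0.42. The share of free RNA was set from melanoma markers in all CAFs, possible doublets included, so these values may be subtracted too far. In CAFs with Xist and no Y-linked UMI, Atf4 was at -3.09, Col1a1 at -0.64, Pdgfrb at -0.93, the ATF4 targets at -0.56 and the collagen chains at -0.59. For the ATF4 targets, the KO CAFs with Y-linked UMIs and no Xist UMI were at -0.11 (-0.40 to 0.07) against the same WT CAFs, so no decrease was detectable in that part of the KO CAFs. At CAF subcluster resolution 0.8 the vCAF-like share had a log2 ratio of 0.47, against -0.23 in the main setting, so its direction changed too, although the main interval included 0. The marker gate for these cells gave -0.60. The cause of these shifts was not tested.

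Of the other values, 30 moved and 157 did not. The mCAF-like share, with a log2 ratio of 0.25, was at -0.54 with the 15% limit and -0.37 at subcluster resolution 0.8. With the 15% limit no subcluster was named vCAF-like, so that value was not obtained. The 29 KO endothelial-like cells and 28 KO T/NK-like cells limit what can be said of either class. No paired analysis was possible because each genotype had 1 library.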

Other observations

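The tests on the CAF cluster with melanoma markers, on globin and on the KO cells by sex were chosen only after the result was seen. The value of the hypoxia list within 1 sex was planned, but its use as a test of sex was chosen after it was seen.

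Some Atf4 UMIs remained in KO CAFs, at 53.9 CPM. Free RNA with the composition of the whole library would bring 28.1 CPM. That figure rests on an assumed composition and on the level of melanoma markers in all CAFs. These include the small subcluster with melanoma markers described next, which may hold doublets. The figure may therefore be too high, and the CAF values with free RNA subtracted may be subtracted too far. Free RNA, doublets and cells that kept the gene cannot be told apart.

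The smallest CAF subcluster, 21 cells with melanoma markers, had a median of 12351 UMIs, and Scrublet called 33.3% of it doublets. Doublets of a CAF and a melanoma cell are a candidate explanation. Its melanoma marker level was 7.48 times that of the next highest CAF subcluster, but the subcluster was set apart by these markers, so free RNA and doublets cannot be told apart from that level. A true mixed state was not tested.

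Cluster 12 had a low mitochondrial share, with a median of 0.688%, and was led by genes such as Nupr1 and Atf5, named here after their values were seen. Among cells with 2000 to 5000 UMIs it held 1.89% of WT and 10.3% of KO cells, a log2 ratio of 2.44, which argues against library depth as the cause. Between 1000 and 2000 UMIs the ratio was 0.58 (-0.36 to 1.53) and no difference was detectable. Differences between tumours or in cell handling stay open, as does host genotype.

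Hbb-bs led the CAF genes lower in KO, and it may have nothing to do with CAFs. A strain variant of the beta-globin locus was considered, but the alpha-globin gene Hba-a1 was lower in KO too, by a log2 ratio of -7.93 over all barcodes. Hbb-bs was also lower in KO melanoma-like cells, with a log2 ratio of -12.39 that rests on 1 KO UMI, consistent with red cell RNA in the WT library. Why the libraries differ in red cells was not tested.

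Sex is a candidate explanation for CAF differences, since WT host cells had no Y-linked UMI. In CAFs with Xist and no Y-linked UMI, the highest of the log2 ratios of Col1a1, Col1a2, Acta2 and Pdgfrb was -0.64, which argues against sex as the whole cause. Pdgfrb and the hypoxia list moved towards 0 there, so a part for sex or for single mice stays open. If each sex in the KO pool came from 1 of its 2 tumours, KO CAFs by sex also compare mice. The collagen chains were below WT in both sets of KO CAFs, and the higher median was -0.59. For hypoxia and glycolysis genes, the KO CAFs with Y-linked UMIs were above those with Xist by 0.44, which is under the KO over WT median of 0.76 yet above 0. Within CAFs with Xist and no Y-linked UMI the list was still higher in KO, by 0.29 (0.21 to 0.45), which argues against sex as the whole cause. Against the same WT CAFs, the KO CAFs with Y-linked UMIs were higher too, by 0.70 (0.62 to 0.86). If each sex in the KO pool came from 1 mouse, this argues against a single KO mouse as the whole cause. Parts for single mice and for genotype cannot be told apart for that list, since sex and mouse may coincide in the KO pool. The ATF4 targets also differed between these KO sets, by 0.31 (0.04 to 0.63). The hypoxia and glycolysis list was not higher in CAFs only. It was higher in KO macrophage-like cells by 0.43 (0.36 to 0.49) and in melanoma-like cells by 0.10 (0.07 to 0.17). The unnamed CAF subcluster 3, with Slc2a1 and Egln3 of this list among its leading genes, held 10.2% of WT and 18.6% of KO CAFs. Whether CAF subtypes account for the list was not tested.

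Different CAF subtypes in the libraries do not account for the collagen difference as a whole, since the median log2 ratio of the collagen chains was below 0 in all 6 CAF subclusters, the highest being -0.41. The lower collagen level in KO CAFs may reflect host Atf4, which remains a hypothesis from 1 library per genotype.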
